A study of Homo sapiens with 4 samples. Its data were reported in "Wnt activation and dual SMAD inhibition for induction and maintenance of hindbrain-like neural stem cell from hiPSCs" (2026).

How the data were processed

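Single-cell RNA sequencing (scRNA-seq) was available for 4 libraries of hindbrain-like neural stem cells induced from the human induced pluripotent stem cell (iPSC) line 1231A3. The libraries came from passage numbers (PN) 5, 21, 41 and 59 of cells kept in a medium with CHIR99021, A-83-01 and LDN193189. Each passage had 1 library from its own culture well. The paper does not state whether the 4 libraries came from 1 induction, or whether any came from thawed stocks. Libraries were made with the Chromium Next GEM Single Cell 3′ kit v3.1, which tags each captured RNA molecule with a unique molecular identifier (UMI). The deposited matrices hold raw UMI counts per gene and cell barcode, with no normalization, for 36601 genes of the build hg38 (GRCh38), restricted to barcodes called as cells. The submitters' processing notes name Scanpy and hg38; the aligner, the counting tool, its handling of strand and of reads shared by overlapping genes, and the study's own filter on cells are not given in the sources used here. Other data types of the study were not analysed here.

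The choices in this paragraph and the next were made before the data were examined, unless stated otherwise. Cells were kept if they had at least 1000 detected genes and at most 10% of UMIs from mitochondrial genes. UMI counts were summed over the kept cells of each library and divided by the total of that library, in CPM (UMI counts rescaled to the same round total per library), the unit of all levels given. With 1 library per passage there are no replicates, so no test was run and no p-value, standard error or spread between cultures is given. Ratios of CPM carry exact 95% intervals, conditional on the sum of both counts, and shares of cells carry exact (Clopper-Pearson) 95% intervals; these cover counting error only. For a share of 0 the text gives as its limit 3 counts of the total number of cells, which is lower than the upper end of the exact interval. A gene with 0 UMIs in a library was set to 3 counts of that library, which gave a floor of 0.0233 CPM at PN5, 0.0248 at PN21, 0.0238 at PN41 and 0.0243 at PN59, and its ratio is written as a lower bound. For genes with 1 or 2 UMIs the ratio itself is given with its interval, while rankings, medians and plots use 3 counts. Each pair of libraries was described by the number of genes of at least 20 CPM in the higher library that differed at least 2-fold.

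Named genes were the 15 with the highest and the 15 with the lowest ratio of PN5 over PN59, the 8 highest and 8 lowest for PN21 over PN59 and for PN41 over PN59 (at least 20 CPM in the higher library), and members of 42 gene lists. Each list is given as the number of measured members (at least 20 CPM in 1 of the libraries) that were at least 1.5-fold higher, at least 1.5-fold lower or between, with the median log2 ratio and its percentile among 10000 random lists of the same size matched on mean expression, as a description of these libraries. Lists of fewer than 3 measured members have no median. Named outside this rule, after their values were seen, were CDKN1A (a list member under 20 CPM), GDF15 (also under 20 CPM), HOXB-AS1, HOXB-AS3 and HOTAIRM1, and the cell shares of CDKN1A, CDKN2A, LIN28A, LINC02163 and HOXA7 or HOXA9. Some genes were never tabulated or named because they could reveal personal traits. Gene positions came from GENCODE v29 (GRCh38), which held 34616 of the 36601 gene identifiers (94.6%).

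To compare shares of cells with a UMI, each cell was thinned at random to 5000 UMIs and shallower cells were left out: 102 at PN5, 166 at PN21, 127 at PN41 and 129 at PN59. The kept cells of all libraries were clustered together without batch integration: counts were scaled to 10000 per cell, log-transformed and reduced to 2000 variable genes and 30 principal components, and a graph of 20 nearest neighbours weighted by shared neighbours was divided by the Leiden method at resolution 1. A cluster was named after the class with the most markers, fixed beforehand, at 1.5-fold or more over the other cells and with a UMI in at least 10% of its cells, if at least 3 markers passed; clusters where no class reached 3 were called progenitor-like if at least 3 progenitor markers had a UMI in at least 50% of their cells. Clusters led by another class, or of very low depth without an own marker among their top 10 genes, stayed unnamed. This scoring rule was set after the files were opened.

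Doublets were scored per library with Scrublet, which called 15 cells at PN5, 12 at PN21, 6 at PN41 and 5 at PN59. This was under 0.5% of cells in each library, so the caller was taken not to have worked: all kept cells stayed in, and the 4% of cells with the highest score in each library were left out as an alternative. The other alternatives, whose effects are given in the closing section, were no filter on cells, a stricter filter (at least 2500 genes, at most 5% mitochondrial UMIs), sums over progenitor-like cells only, TMM factors, DESeq2 size factors, totals without mitochondrial and ribosomal protein genes, equal weight per cell, thresholds of 5 CPM and 1.5-fold, other thinning depths and other clusterings. The alternative scalings shifted every log2 ratio of PN5 over PN59 by −0.05 to −0.01, of PN21 over PN59 by −0.01 to 0.00 and of PN41 over PN59 by 0.01 to 0.02, so list medians further from 0 than these shifts keep their sign under each scaling.

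The procedure was tested on Poisson counts drawn from the PN59 means at the totals of PN5 and PN59. These covered 7621 genes, 200 of them changed by known amounts and all of those above the 20 CPM threshold at PN59. Such counts hold counting error only, so the test cannot speak to the spread between cultures or libraries. In each group of 50 changed genes, 100% of those changed 2.5-fold, 4-fold or 16-fold and 0% of those changed 1.5-fold were found at 2-fold or more, and 0% of the 7421 unchanged genes were. The changed genes themselves moved the simulated totals, which shifted log2 ratios by a median of −0.09 to −0.08. After allowing for this shift in totals, the 95% intervals held the simulated ratio for 92% to 94% of changed genes. Coverage without that allowance was not counted. Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5 (with its Scrublet), leidenalg 0.10.2, igraph 0.11.9 and Matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 (TMM) and DESeq2 1.42.0 (size factors only).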

Results

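Hindbrain-like neural stem cells (Hb-LiNSCs) of the human iPSC line 1231A3 were profiled by scRNA-seq at PN5, PN21, PN41 and PN59, with 1 library per passage and so no replicates. The libraries held 4149, 4567, 5334 and 5309 barcodes and 130878042, 123040143, 129242125 and 126350161 UMIs, in order of passage. After the filter on cells, 3710, 3825, 4588 and 4503 cells were kept, with a median of 32003, 28895, 25361 and 25027 UMIs and of 7153, 6803, 6347 and 6388 genes per cell. Mitochondrial genes took a median of 5.57% to 5.79% of UMIs per cell, and the 10 most abundant genes took 8.11% of the UMIs at PN5. Each difference below is between 2 libraries, not between conditions with replicate cultures.

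The first comparison, PN5 with PN59, addresses whether spinal cord identity is lost and hindbrain identity is kept over long culture. The largest differences lay in the posterior HOX genes, which set position along the spinal cord. HOXB9 (ENSG00000170689, chromosome 17, 48621159 to 48626356) had 146 CPM at PN5 (18824 UMIs) and 0.00809 CPM at PN59 (1 UMI), a ratio of 18076 (3244 to 713990). HOXB7 had 66.6 CPM at PN5 and also 0.00809 at PN59 (ratio 8240, 1479 to 325500). HOXB8 (59.1 CPM at PN5), HOXB6 (31.7) and HOXB5 (18.0) had 0 UMIs at PN59 and were at least 2436-fold, 1308-fold and 742-fold higher at PN5. The HOXC genes, HOXC4 of group 4 included, had the same pattern at lower levels: HOXC6 (11.5 CPM at PN5), HOXC4 (5.91), HOXC9 (4.23), HOXC5 (4.14) and HOXC8 (2.44) had 0 UMIs at PN59, which makes HOXC6 at least 474-fold and HOXC8 at least 101-fold higher at PN5. HOXB7, HOXB8 and HOXB9 overlap on the same strand of the annotation, and HOXB3 overlaps HOXB4, HOXB5 and HOXB6 on the same strand. HOXC6 likewise overlaps HOXC9, HOXC8 and HOXC4, so the split of UMIs within each of these groups is uncertain. Summed, HOXB6 to HOXB9 had 304 CPM at PN5, 0.256 at PN21, 0 at PN41 and 0.0162 at PN59.

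Of the 15 HOX genes of paralog groups 5 to 9, 6 were measured: 5 were at least 1.5-fold higher at PN5, 0 were higher at PN59 and HOXA7 lay between. Their median log2 ratio of PN5 over PN59 was 10.80 (10.77 to 10.83, percentile 100 of random lists), a lower bound because it rests on HOXB6 and HOXB8 at the floor. The interval holds almost no counting error from PN59, where both genes had 0 UMIs. Under the other settings tried this bound ran from 9.21 (stricter filter on cells) to 10.85 (equal weight per cell). The 5 spinal cord genes named by the study were all at least 1.5-fold higher at PN5 (median 11.25), but that list was chosen on these samples and is not independent evidence; besides HOXB6 to HOXB9 it holds CADPS2, a regulator of vesicle release, with 303 CPM at PN5 and 37.8 at PN59. None of the 12 HOX genes of groups 10 to 13 was measured.

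The HOXB cluster was divided at the 48580111 to 48591257 interval between HOXB4 and HOXB5. The annotated HOXB3 (48548870 to 48604912) spans this interval and overlaps HOXB4, HOXB5 and HOXB6 on the same strand. Its level at PN5 may therefore hold UMIs of HOXB5 or HOXB6. On the anterior side, HOXB1 had 32.5 CPM at PN5 and 33.6 at PN59, HOXB2 54.6 and 64.4, HOXB3 57.6 and 34.0, and HOXB4 21.3 and 32.2. Of the 12 HOX genes of groups 1 to 4, which pattern the hindbrain, 6 were measured: HOXA2 (2.22-fold), HOXA3 (2.44-fold) and HOXB4 (1.51-fold) were higher at PN59, HOXB3 was higher at PN5 (1.69-fold), and HOXB1 and HOXB2 lay between. Of the members under 20 CPM, HOXC4 (5.91 CPM at PN5, at least 244-fold) and HOXD4 (0.536 CPM, at least 22.1-fold) had 0 UMIs at PN59, so not every member of the hindbrain group was kept. Their median log2 ratio was −0.42 (−0.46 to −0.38; percentile 0.03). In progenitor-like cells it was −0.28, and with members of 5 CPM or more −0.14. The HOXA cluster had no such sharp division, but HOXA2 and HOXA3 were higher at PN59 while HOXA5, HOXA6 and HOXA9 were higher at PN5. HOXA5 had 9.02 CPM at PN5 and 3.32 at PN59, HOXA6 3.05 and 1.38, and HOXA9 34.7 and 15.8 (2.20-fold). HOXA7 went the other way, with 55.1 CPM at PN5 and 76.1 at PN59. HOXD3 had 8.06 CPM at PN5 and 2.08 at PN59. The antisense RNA HOXB-AS3, which overlaps HOXB3 to HOXB6 and so spans the division, was 13.5-fold higher at PN5 (12.3 to 14.8). In contrast, HOXB-AS1 (20.96 and 45.9 CPM) and HOTAIRM1 (28.0 and 42.4 CPM) were higher at PN59. UMIs of antisense genes cannot be told from those of their partners without the handling of strand.

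**Figure D1:**
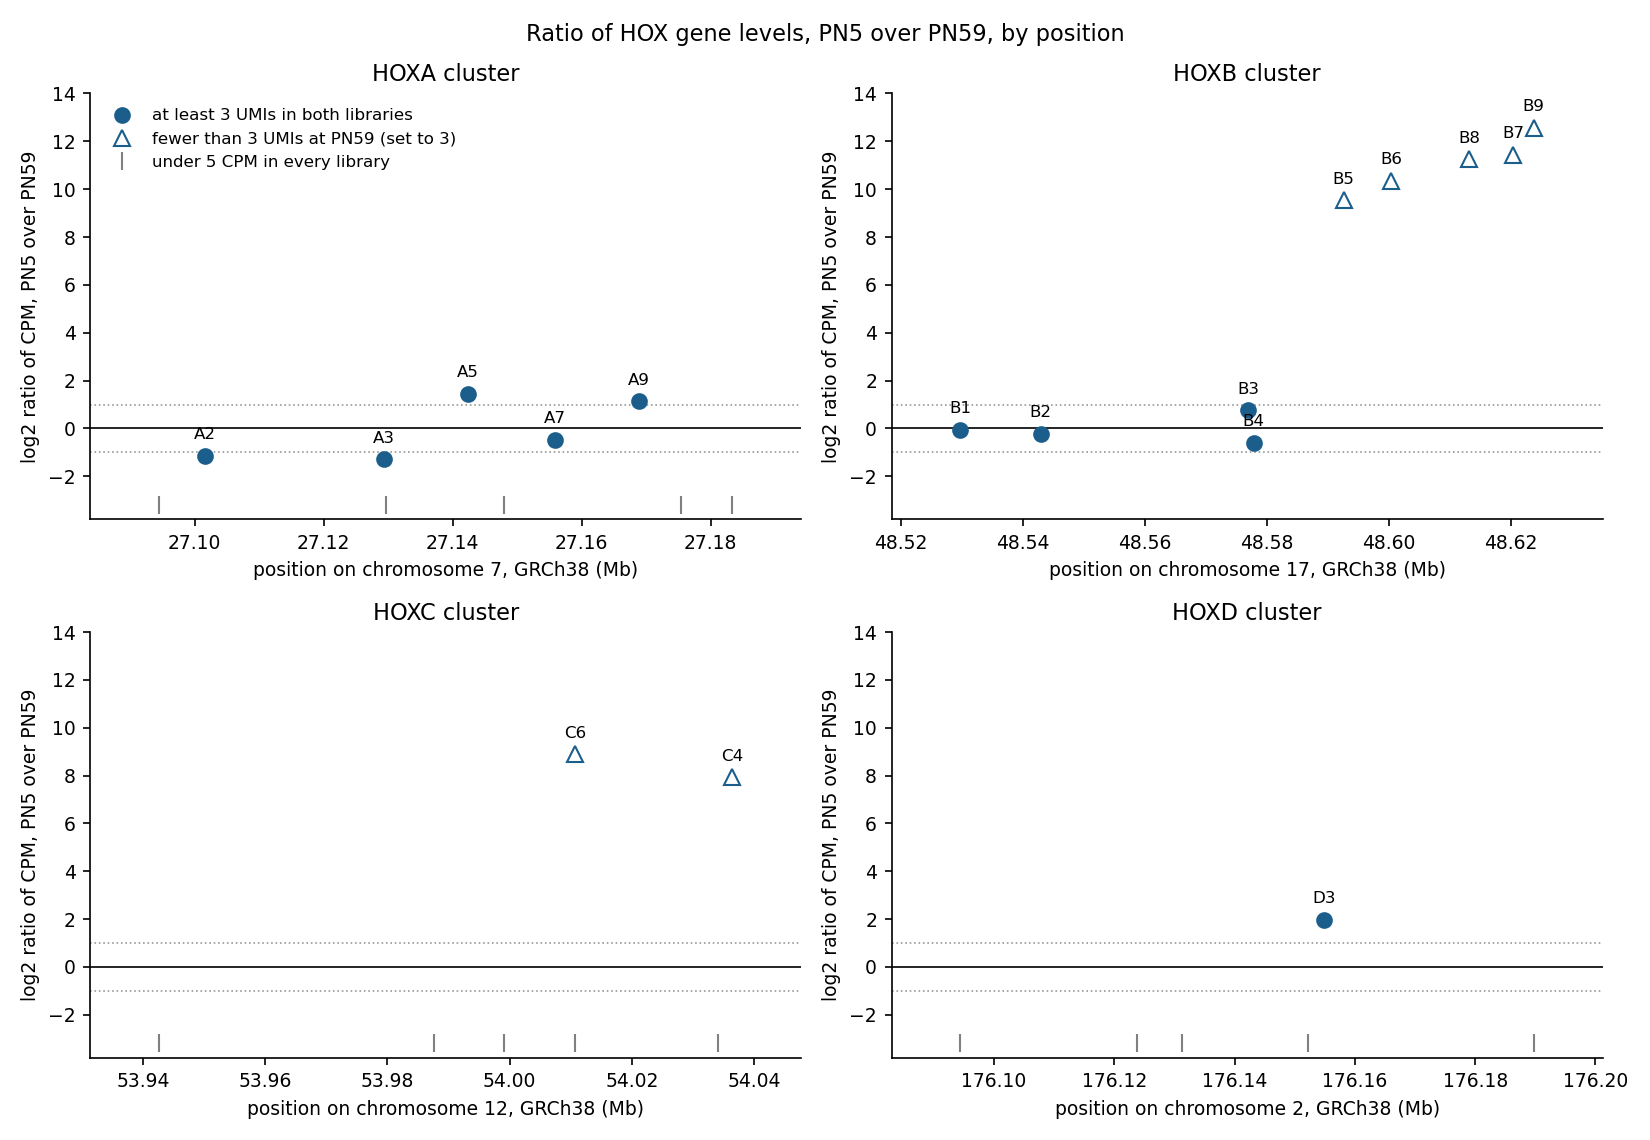
Log2 ratio of CPM, PN5 over PN59, for each HOX gene at its position (Mb, GRCh38) in the 4 HOX clusters; open triangles are genes with fewer than 3 UMIs at PN59, set to 3, ticks are genes under 5 CPM in every library, and dotted lines mark 2-fold. HOXB5 to HOXB9 and the plotted HOXC genes stand far above 0, while HOXB1 to HOXB4 and the HOXA genes lie near or between the dotted lines.

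**Figure D2:**
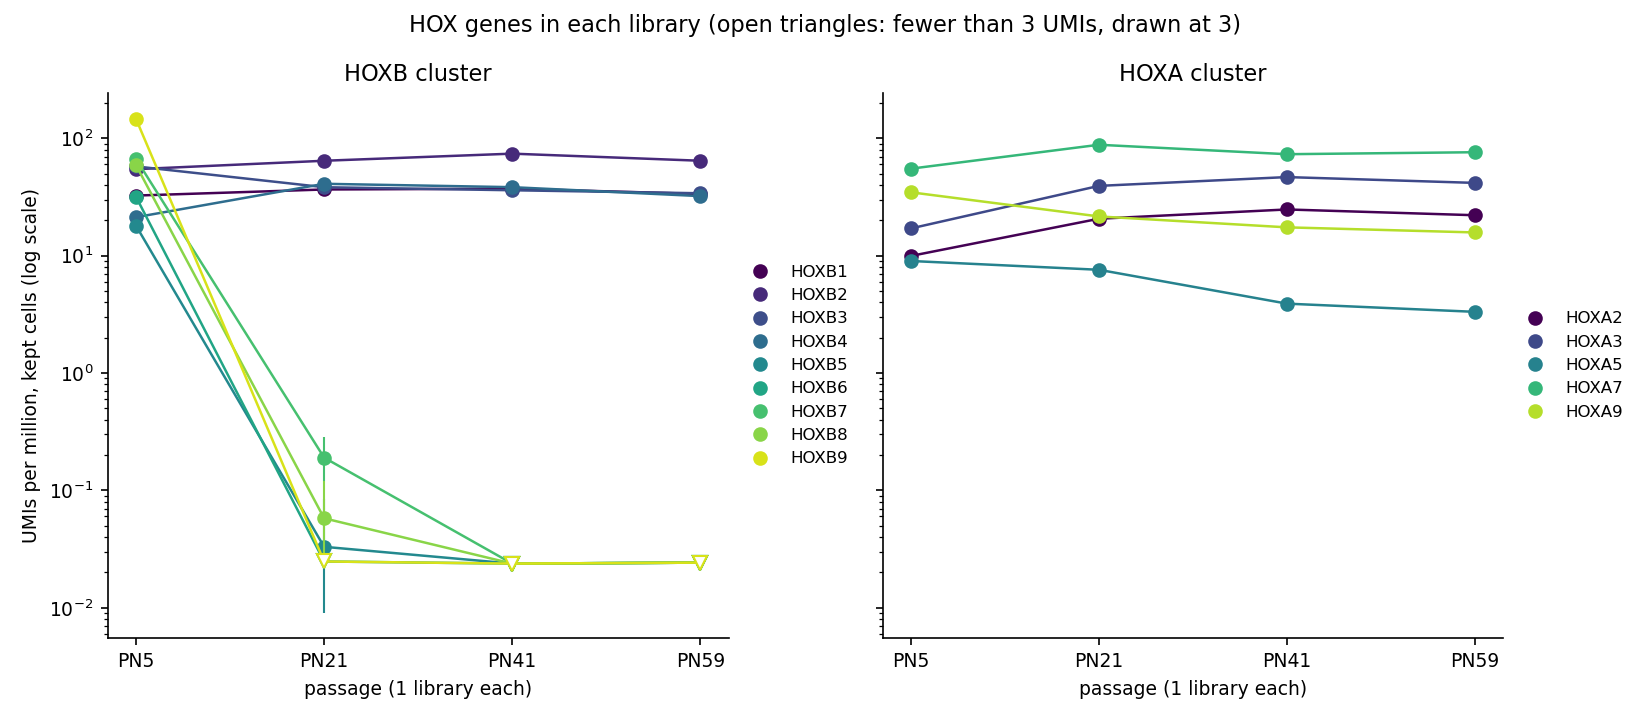
CPM (log scale) of HOXB and HOXA genes in each of the 4 libraries, with 95% Poisson intervals (counting error only); open triangles are counts under 3, drawn at 3. HOXB5 to HOXB9 are under 0.2 CPM from PN21 on, whereas HOXB1 to HOXB4 and the HOXA genes keep at least 3.32 CPM in every library.

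Regional genes outside the HOX clusters differed less. Of 11 hindbrain genes, 7 were measured: ERBB4 was higher at PN5 (678 and 392 CPM, 1.73-fold), 0 were higher at PN59 and 6 lay between, among them MEIS1 (91.9 and 129 CPM), MEIS2 (214 and 277) and GBX2 (21.1 and 26.0), with a median of −0.30 (percentile 0.02). Of 15 dorsal neural tube genes, 7 were measured: ZIC1 (3.43 and 26.0 CPM, 7.57-fold) and MSX2 (4.79 and 16.9 CPM, 3.52-fold) were higher at PN59, and 5 lay between, such as PAX3 (675 and 619 CPM) and PAX7 (31.6 and 46.3), with a median of −0.48 (percentile 0.01). None of the 15 forebrain genes was measured, 1 of 13 midbrain genes was (PTPRO, 64.1 and 73.6 CPM) and so was 1 of 13 ventral genes (PTCH1, 200.5 and 175 CPM). Among retinoic acid pathway genes, the retinoid-binding protein gene CRABP1 was higher at PN59 (751 and 2024 CPM, 2.70-fold), while CRABP2 (262 and 375 CPM) and the receptor gene RARB (79.4 and 72.1 CPM) lay between; only these 3 members of the list are used here.

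Neural stem cell genes were at similar levels in both libraries, with exceptions. Of 15 listed, 14 were measured and 11 lay between, such as SOX2 (323 and 301 CPM), NES (549 and 541), VIM (2013 and 2006) and SOX1 (40.4 and 44.2). PAX6, a transcription factor of neural progenitors, was 2.19-fold higher at PN5 (183 and 83.8 CPM). HES5 was 2.11-fold higher at PN5 (867 and 410 CPM) and HES1 3.81-fold higher at PN59 (5.96 and 22.7 CPM); both are targets of Notch. The median was 0.08 (0.06 to 0.10; percentile 96.4), and 0.03 with TMM factors. All 9 early-stage heterochronic genes, such as LIN28A (100.02 and 107 CPM) and HMGA2 (235 and 193), lay between (median 0.15, percentile 99.8). So did the 3 measured of 13 late-stage genes (median −0.01, percentile 39.8). The 3 measured of 11 pluripotency genes, LIN28A, DNMT3B and SALL4, also lay between (median 0.13, percentile 89.2). Of 40 S phase genes, 38 were measured and 37 lay between (median −0.06, percentile 0.03), and POLA1 was 1.70-fold higher at PN5. All 52 genes of G2 and M phase lay between (median 0.03, percentile 59.8).

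Genes of signalling pathways differed member by member. Of these pathways, the molecules added to the medium act on Wnt, TGF-beta and BMP. Of 16 targets of Wnt/beta-catenin signalling, which CHIR99021 activates, 12 were measured: RNF43 (1.93 and 36.8 CPM, 19.1-fold, 16.8 to 21.8), NOTUM (9.54 and 26.3 CPM, 2.75-fold) and APCDD1 (37.8 and 94.2 CPM, 2.49-fold), all of them inhibitors of Wnt signalling, were higher at PN59, the receptor gene LGR5 was higher at PN5 (106 and 47.1 CPM, 2.25-fold) and 8 lay between, including AXIN2 (35.1 and 37.9 CPM). The Wnt median was −0.23 (percentile 0). RNF43 overlaps SUPT4H1 on the same strand, which had 57.3 and 58.7 CPM. Of 15 targets of TGF-beta and BMP signalling, which A-83-01 and LDN193189 inhibit, 5 were measured. ID2 (1.79-fold) and MSX2 were higher at PN59 and 3 lay between (median −0.14, percentile 3.54). Of 12 Notch genes, 8 were measured: HES5 and the ligand gene JAG1 (68.8 and 41.4 CPM, 1.66-fold) were higher at PN5, HES1 was higher at PN59 and 5 lay between (median 0.33, percentile 100). The 1 measured of 11 FGF targets, SPRED1, lay between (60.5 and 61.1 CPM).

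Few measured pan-neuronal and no measured proneural genes were 1.5-fold apart. Of 16 pan-neuronal genes, 12 were measured. DCX (90.7 and 48.4 CPM, 1.87-fold) and SNAP25 (38.9 and 23.1 CPM, 1.69-fold) were higher at PN5, and MAP2 (103 and 169 CPM, 1.65-fold) was higher at PN59. The other 9 lay between, such as TUBB3 (929 and 835 CPM), and the list median was 0.12 (percentile 98.7). Of 14 proneural genes, 7 were measured and all lay between (median −0.37, percentile 0.01). Of 8 astrocyte genes, 3 were measured. The glutamate transporter gene SLC1A2 (71.2 and 34.9 CPM, 2.04-fold) and the gap junction gene GJA1 (23.9 and 9.26 CPM, 2.58-fold) were higher at PN5. SLC1A3 lay between, and the list median was 1.03 (percentile 99.7). The 1 measured of 11 neural crest genes, TFAP2B, was 2.32-fold higher at PN59 (32.8 and 76.0 CPM). No member reached 20 CPM in the lists of serotonergic (10), GABAergic (8), glutamatergic (9), dopaminergic (6) and motor neuron (9), oligodendrocyte (8), mesoderm (12), neuromesodermal (10), endoderm (10) and endothelial and blood genes (10).

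Among all 7909 genes of at least 20 CPM, 103 were at least 2-fold higher at PN5 and 101 at least 2-fold higher at PN59, 2.58% together; the counts at 5 CPM were 293 and 204. Besides the HOX genes, the highest ratios at PN5 belonged to the non-coding RNAs LINC02381 (69.1 and 0.0647 CPM, 1068-fold, 542 to 2474), LINC01515 (54.3 and 0.162 CPM, 336-fold) and AL050309.1 (78.9-fold), the ceramide synthase gene CERS4 (26.0 and 0.0809 CPM, 322-fold), the calcium channel gene CACNA1A (41.02 and 0.639 CPM, 64.2-fold), the insulin receptor gene INSR (23.7 and 0.396 CPM, 59.7-fold), the tropomyosin gene TPM2 (81.1 and 1.49 CPM, 54.5-fold), the co-repressor gene TLE5 (44.7-fold), PKIB, a protein kinase A inhibitor (24.99-fold), XKR6 (108 and 7.12 CPM, 15.1-fold) and the imprinted RNA MEG3 (14.1-fold). LINC02381 lies in the HOXC region of chromosome 12 (54126098 to 54142493). Of the 15 genes with the highest ratios at PN59, 10 were non-coding RNAs or unnamed transcripts: AC246817.1 (145-fold, 98.9 to 222), AC068774.1 (55.9-fold), AC246817.2 (28.2-fold), AC011287.1 (41.6 and 1129 CPM, 27.1-fold), LINC02163 (13.3 and 342 CPM, 25.8-fold), AC009081.1 (12.2-fold), LINC01198 (11.1-fold), LINC02306 (10.3-fold), AC048352.1 (9.62-fold) and AL353138.1 (7.32-fold). The other genes were RNF43, SP140L (13.9-fold), CDKN2A (1.58 and 21.9 CPM, 13.8-fold, 11.98 to 16.01), SHISA6 (12.1-fold) and ZIC1. Of these 30 genes, 20 overlap another annotated gene and 8 do so on the same strand, so their counts carry that uncertainty.

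Imprinted, metabolic and stress genes completed the PN5 and PN59 comparison. Of 17 imprinted genes, 10 were measured: MEG3 (25.3 and 1.80 CPM), NNAT (26.2 and 1.87 CPM, 14.01-fold) and the cell cycle inhibitor gene CDKN1C (106 and 48.9 CPM, 2.17-fold) were higher at PN5 and 7 lay between (median 0.27). Of 15 genes of hypoxia and glycolysis, 6 were measured, and only LDHA, which encodes lactate dehydrogenase, was 1.5-fold apart (80.9 and 27.2 CPM, 2.98-fold higher at PN5; median 0.16). All 15 cholesterol synthesis genes (median −0.01), the 7 measured of 10 heat shock genes (0.01) and the 7 measured of 13 genes of the unfolded protein and integrated stress response (0.04) lay between. The 8 measured of 15 genes of 20q11.21, a region often gained in cultured pluripotent cells, also lay between (median 0.11). Per autosome, the median log2 ratio of PN59 over PN5 over 7351 genes ran from −0.07 on chromosome 19 to 0.01 on chromosome 21.

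The next comparisons, PN21 with PN59 and PN41 with PN59, address whether the difference from the last passage gets smaller along the series. At least 2-fold apart were 14 genes higher at PN21 and 16 higher at PN59 of 7778, and 6 genes higher at PN41 and 5 higher at PN59 of 7762. These splits depend on the thresholds: at 5 CPM 79 genes were higher at PN21 and 37 at PN59, and 9 at PN41 and 11 at PN59, while at 1.5-fold 32 were higher at PN21 and 59 at PN59, and 11 at PN41 and 27 at PN59. PN5 differed from PN21 by 61 genes higher and 62 lower, and from PN41 by 101 and 90, whereas PN21 and PN41 differed by 6 and 2. Of the 103 genes higher at PN5 than at PN59, 57 (55.3%) were already at least 2-fold below PN5 at PN21 and 87 (84.5%) at PN41; of the 101 lower at PN5, 74 (73.3%) were at least 2-fold above PN5 at PN21 and 88 (87.1%) at PN41. HOXB9 had 0 UMIs at PN21 and PN41, HOXB7 had 23 and 0, and HOXB8 had 7 and 0. Other genes had levels in between at PN21, such as XKR6 (108, 40.6, 16.6 and 7.12 CPM in order of passage), LINC01515 (54.3, 10.0, 0.0873 and 0.162), INSR (23.7, 3.97, 0.635 and 0.396) and LDHA (80.9, 58.5, 26.4 and 27.2). The smallest of these pairs shows how little 2 libraries of this series differed, but cannot stand for the spread between replicate cultures.

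**Figure D3:**
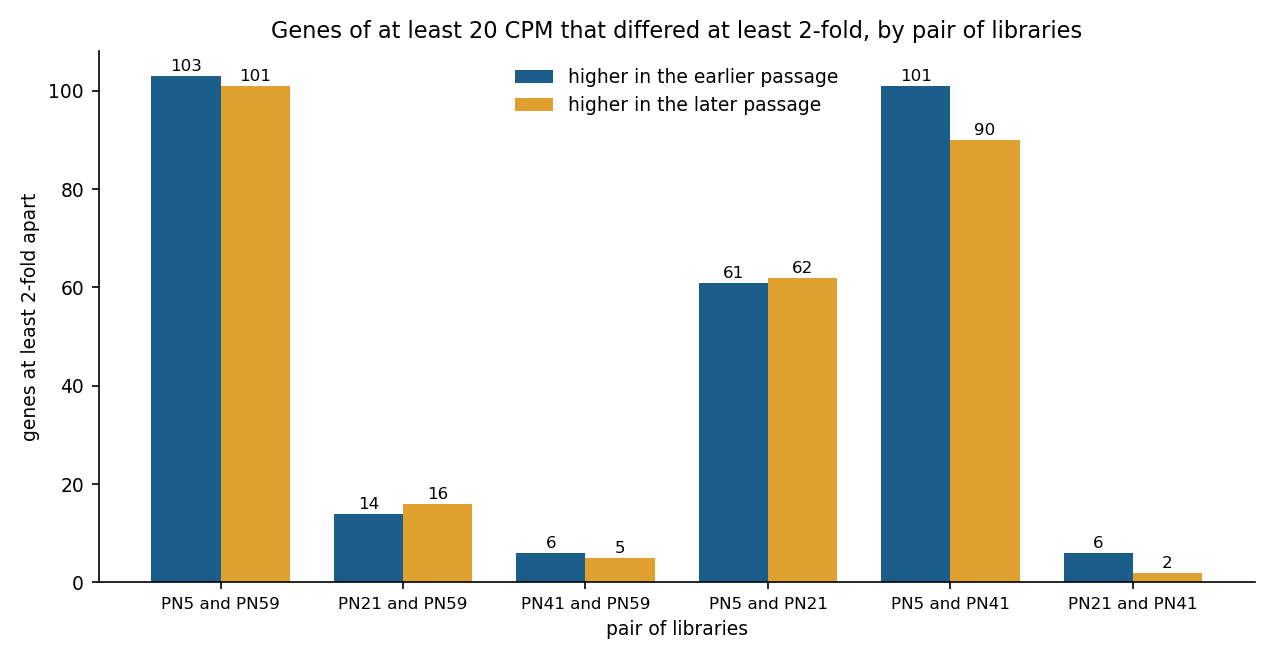
Number of genes of at least 20 CPM that differed at least 2-fold in each pair of libraries, by which passage was higher. Pairs with PN5 have 61 to 103 genes per direction and pairs without PN5 have 2 to 16.

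PN59 differed from PN21 and PN41 in p53 target and immediate early genes. Of 15 p53 target and senescence genes, 7 were measured: against PN21, 6 were at least 1.5-fold higher at PN59 and 1 lay between (median −0.86, percentile 0), against PN41 3 were higher and 4 lay between (median −0.57, percentile 0), and against PN5 3 were higher and 4 lay between (median −0.56, percentile 0). FDXR, a mitochondrial reductase gene induced by p53, had 25.2, 27.0, 33.1 and 50.2 CPM in order of passage, ZMAT3 had 15.2, 17.5, 21.3 and 33.1, and MDM2, the ubiquitin ligase gene that restrains p53, had 57.5, 54.6, 55.2 and 82.2. CDKN2A, which encodes the cell cycle inhibitors p16 and p14ARF and is not a p53 target but belongs to the list, had 1.58, 11.19, 11.7 and 21.9 CPM; it overlaps CDKN2B-AS1 on the opposite strand. MIR34AHG, host of the p53-induced microRNA miR-34a, had 4.90, 5.55, 8.23 and 21.7 CPM, PTCHD4 had 17.7, 46.9, 51.1 and 100.1, and CDKN1A, the p53 target that encodes p21, had 3.74, 3.69, 6.13 and 17.1; GDF15, another p53 target, had 1.27, 0.496, 0.730 and 1.84. In contrast, of 14 immediate early genes 7 were measured and all that were 1.5-fold apart were lower at PN59: 5 against PN21 (median 1.22, percentile 100), 4 against PN41 (0.72, percentile 100) and 4 against PN5 (0.77, percentile 100), with FOS at 61.6, 59.1, 49.7 and 22.998 CPM, JUN at 33.0, 64.6, 57.8 and 19.3, EGR1 at 49.1, 40.3, 36.1 and 17.4, and IER2 at 58.5, 42.4, 27.5 and 16.7.

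**Figure D4:**
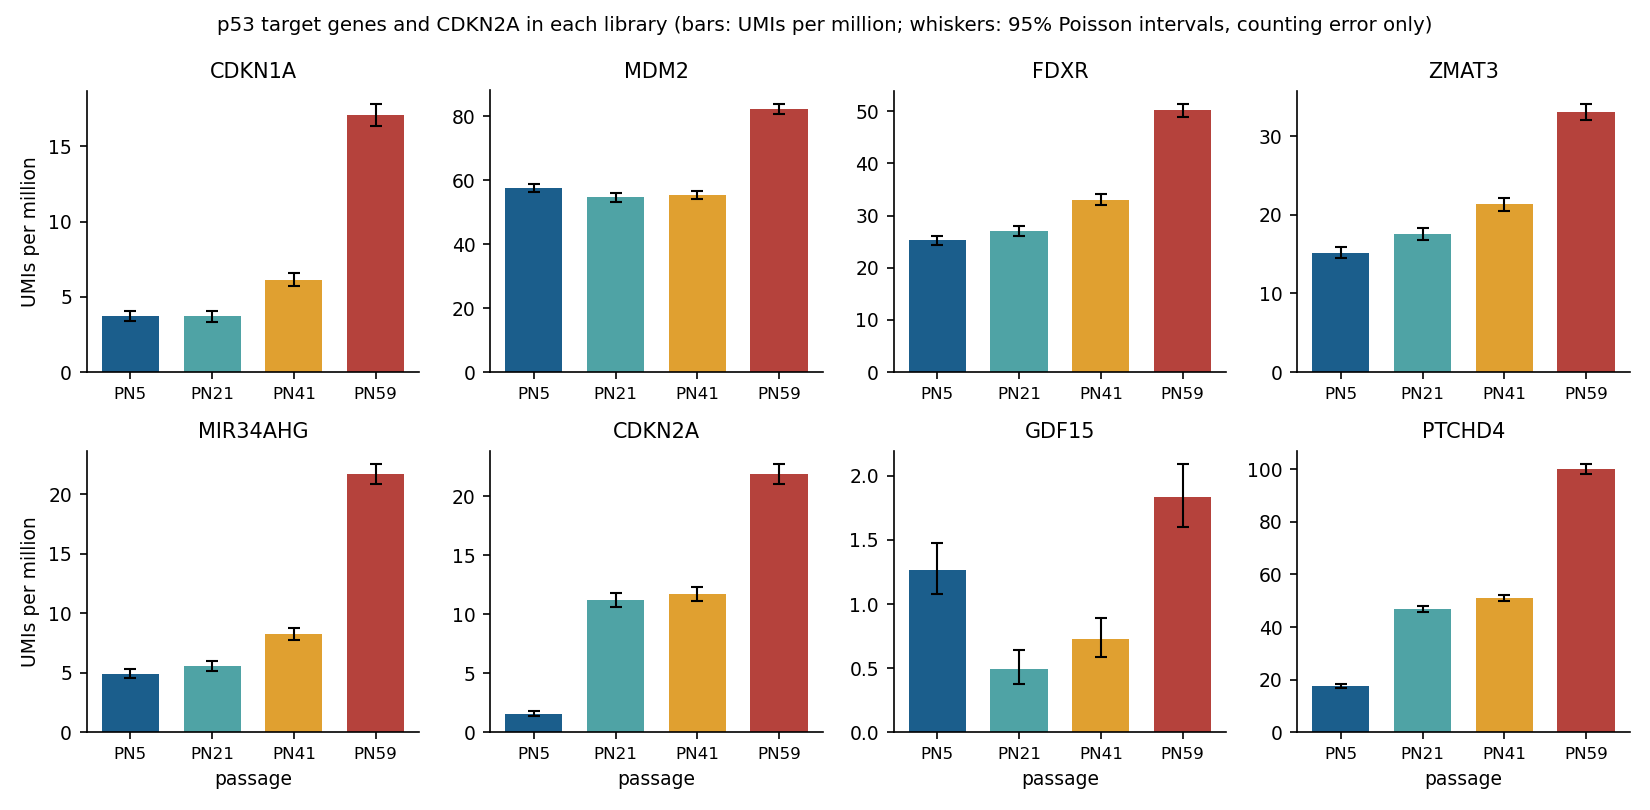
CPM of 7 p53 target genes and of CDKN2A in each library, with 95% Poisson intervals (counting error only). In each plot PN59 has the highest bar, for example 17.1 for CDKN1A against 3.74 at PN5.

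Among the named genes of these pairs, higher at PN21 than at PN59 were XKR6 (5.70-fold), CUX2 (4.71-fold), ZNF544 (3.52-fold), JUN (3.34-fold), FOS (2.57-fold), IER2 (2.54-fold), AC069277.1 (2.45-fold) and FAR2 (2.34-fold). Higher at PN59 than at PN21 were AC068774.1 (5.22-fold), RIMS2, a gene of the synaptic release machinery (4.77-fold), RBPMS (4.05-fold), MIR34AHG (3.90-fold), AL353138.1 (3.40-fold), AC009081.1 (3.24-fold), AC073114.1 (2.79-fold) and VAX2 (2.73-fold). RIMS2 had 83.9, 25.6, 37.4 and 122 CPM in order of passage, so that PN5 lay nearer to PN59 than PN21 did. Higher at PN41 than at PN59 were JUN (2.99-fold), IRAK1 (2.79-fold), FOS (2.16-fold), ZNF544 (2.12-fold), AC069277.1 (2.12-fold), EGR1 (2.08-fold), TEX14 (1.98-fold) and LRRC75A (1.76-fold); higher at PN59 than at PN41 were RIMS2 (3.27-fold), AL353138.1 (2.67-fold), MIR34AHG (2.63-fold), AC073114.1 (2.28-fold), AC068774.1 (2.04-fold), PTCHD4 (1.96-fold), TAFA2 (1.89-fold) and CDKN2A (1.86-fold). The hindbrain HOX genes differed little after PN5, and all 6 measured lay between in both pairs. Their medians were 0.06 for PN21 (percentile 90.5) and 0.16 for PN41 (percentile 99.96). All 14 measured neural stem cell genes also lay between in both pairs. Their medians were small, 0.09 and 0.12, but at percentiles 99.93 and 100 of random lists.

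In single cells, HOXB6 to HOXB9 were spread over most of the PN5 culture. After thinning to 5000 UMIs, 75.3% of 3608 PN5 cells (73.8% to 76.7%) had a UMI of HOXB6, HOXB7, HOXB8 or HOXB9, and 97.8% did without thinning. At PN21 7 of 3659 cells (0.191%) had one. At PN41 and PN59 0 of 4461 and 0 of 4374 did, which allows shares of up to 0.0672% and 0.0686% of cells with a UMI (3 counts of the total); without thinning the shares were 0.575% at PN21, 0% at PN41 and 0.0444% at PN59. At PN5 the share was 74.5% in progenitor-like cells and 80.0% in neuron-like cells, at median depths of 33096 and 29225 UMIs, so no PN5 cell type free of these RNAs was at hand to measure background. Barcodes left out by the filter held 229.8 CPM of these genes at PN5 and 0 UMIs in the other libraries. This pattern did not hold for all HOX genes of groups 5 to 9. After thinning, a UMI of HOXA7 or HOXA9 was found in 34.7%, 41.4%, 36.6% and 35.6% of cells in order of passage.

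Cells with both a hindbrain HOX UMI (groups 1 to 4) and a UMI of SOX1, SOX2 or PAX6 made up 55.6% of PN5 cells (53.9% to 57.2%), 58.3% of PN21, 59.2% of PN41 and 56.1% of PN59 cells (54.6% to 57.6%) after thinning, and 94.0%, 92.8%, 93.6% and 93.2% without it. Neuron-like cells, which should hold fewer stem cell RNAs, reached 37.0%, 22.8%, 28.1% and 30.6%, against 58.3%, 61.6%, 62.2% and 58.5% of progenitor-like cells. Their median depths were 29225, 25310, 21511 and 19802 UMIs, against 33096, 30600, 26590 and 26290 in progenitor-like cells. A UMI of the stem cell genes alone was found in 51.4%, 28.9%, 34.0% and 35.8% of neuron-like cells and in 92.8%, 90%, 88.7% and 88.6% of progenitor-like cells. A UMI of the proliferation genes MKI67 or TOP2A was found in 56.3%, 60.0%, 60.0% and 57.7% of cells.

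**Figure D5:**
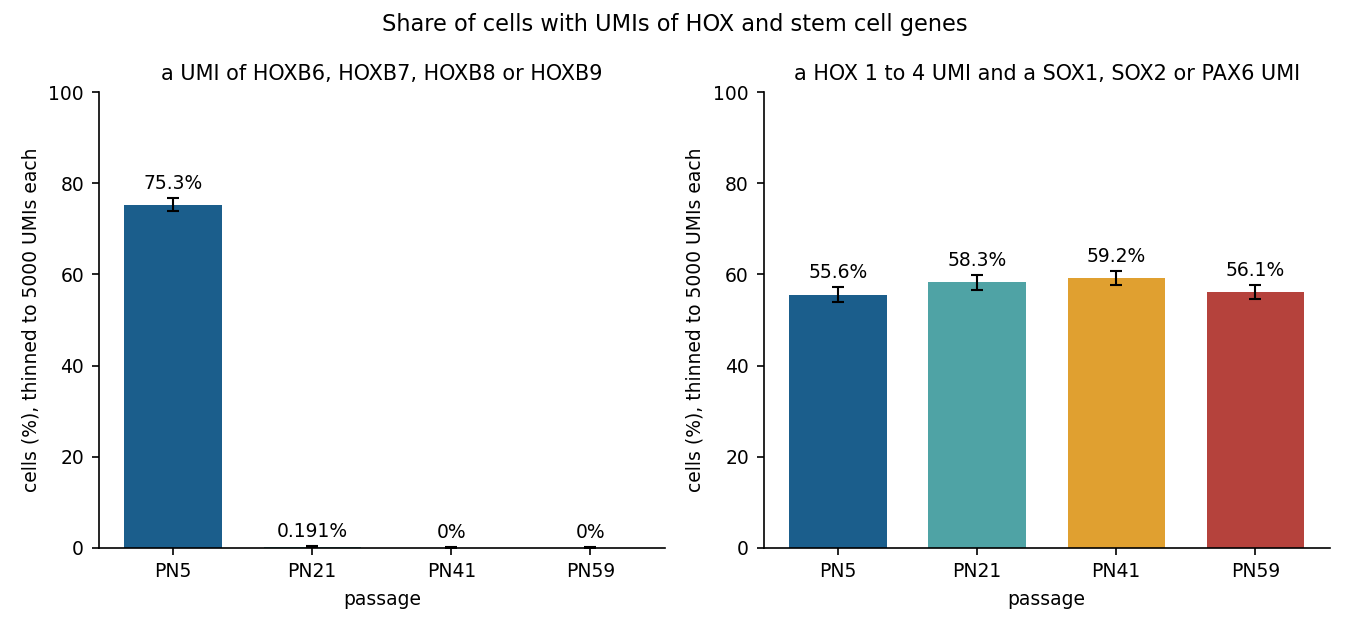
Share of cells (%), each thinned to 5000 UMIs, with a UMI of HOXB6 to HOXB9 (left) and with both a hindbrain HOX UMI and a stem cell UMI (right) in each library, with exact 95% intervals. The left share is 75.3% at PN5 and at most 0.191% later, and the right share is 55.6% to 59.2%.

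Clustering of the 4 libraries together gave 20 clusters. Clusters 6, 8, 10 and 12 (progenitor-like) and 16 (neuron-like) held almost only PN5 cells, so each can be that library and not a cell type; cells of PN5 stayed apart also with the HOX genes left out of the clustering. Progenitor-like clusters held 85.0%, 82.2%, 84.5% and 84.1% of the cells in order of passage. Neuron-like clusters (9, 14, 16, 18 and 19) held 11.9% (10.9% to 12.97%), 8.39%, 9.22% and 9.28% (8.45% to 10.2%), most of them in cluster 16 at PN5 and in clusters 9 and 14 later. With each library clustered on its own these shares were 11.1%, 10.7%, 11.9% and 11.6%, so no difference in neuron-like cells is read from them. Unnamed clusters (11, 13 and 17) held 3.13%, 9.39%, 6.32% and 6.60%, and of the cells in cluster 19, 91.2% were among those with the highest doublet scores. No cluster was named after neural crest, pluripotent, mesoderm, endoderm, glia, roof plate or floor plate cells, except 15 PN5 cells named neural crest-like when that library was clustered on its own.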

Values the study reported

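The study reports that 5000 cells per sample were processed for single-cell RNA sequencing. It divided the cells of the passages into 16 clusters. It reports that approximately 60% of the cells had hindbrain and neural stem cell markers and that approximately 14% had spinal cord and stem cell markers.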

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

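Of 95 values under alternative settings, 56 stayed within the main value's 95% interval (counts of genes: within 1.5-fold) and 39 moved beyond it. Of the log2 ratios 0 reversed, while counts of genes and shares of cells could not be scored as reversed. The order of PN5 and PN59 did change for some shares. Neuron-like clusters held 11.1% at PN5 and 11.6% at PN59 with each library clustered on its own. Hindbrain HOX and stem cell UMIs were found in 94.0% and 93.2% of cells without thinning. Counting cluster 11 as neuron-like was added after the data were seen. Median log2 ratio, PN5 over PN59, of HOX groups 5 to 9 (10.80): 9.21 with the stricter cell filter, 10.69 without the highest doublet scores, 10.57 in progenitor-like cells, 10.75 with TMM, 10.76 with DESeq2 factors, 10.34 without mitochondrial and ribosomal protein genes, 10.85 with equal weight per cell and 9.54 with members of 5 CPM or more; the stricter filter keeps only 951 PN5 and 1320 PN59 cells, which raises the floor, and the 5 CPM list and the smaller total admit other members. HOX groups 1 to 4 (−0.42): −0.49 (stricter filter), −0.28 (progenitor-like), −0.47 (TMM), −0.46 (DESeq2), −0.47 (equal weight) and −0.14 (5 CPM). Neural stem cell genes (0.08): 0.051 (stricter filter), 0.031 (TMM) and 0.034 (DESeq2). Scaling factors shift every gene alike by construction; for the other moves in this part the cause was not tested unless stated. Genes at least 2-fold apart (204 for PN5, 30 for PN21 and 11 for PN41, each with PN59): 497, 116 and 20 at 5 CPM and 392, 91 and 38 at 1.5-fold, since both thresholds admit more genes; the 6 other settings gave 204 to 259, 30 to 43 and 9 to 14. Share of PN5 cells with a UMI of HOXB6 to HOXB9 (75.3%): 97.8% without thinning and 92.3% at 10000 UMIs, since deeper cells show more genes, and 72.5% without a cell filter. Share with hindbrain HOX and stem cell UMIs: PN5 (55.6%) 94.0% without thinning, 82.5% at 10000 UMIs and 52.5% with the stricter filter; PN59 (56.1%) 93.2%, 82.6% and 52.8%, and 54.5% without a filter. Share in neuron-like clusters: PN5 (11.9%) 10.2% without a filter and 15.2% with the stricter one; PN59 (9.28%) 7.59% and 10.7%, 11.6% with each library clustered on its own and 12.7% with cluster 11. All 8 alternatives for HOXB9 (log2 14.14, 11.66 to 19.45) and all 5 for the PN59 share of HOXB6 to HOXB9 stayed within their intervals; the lowest for HOXB9, 12.39 in progenitor-like cells, is a lower bound. Depth limits what can be said of genes under 5 CPM, and the 0 of 4374 PN59 cells limits cells with a UMI at 5000 UMIs, not cell types. No paired analysis was possible because each passage has 1 library, and no value here comes from a test.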

Other observations

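Of the tests below, the one on CDKN1A without cluster 15 was chosen before its result was seen, and the HOX median in progenitor-like cells was set out beforehand but used as a test only after its value was seen; the others were chosen after their results were seen, and the statistic used to place cells between PN5 and PN59 was also replaced after its first values were seen. Neuron-like cells differed between PN5 and PN59 beyond the HOX genes, but most of them lay in cluster 16 at PN5 and in clusters 9 and 14 at PN59, so these are differences between clusters as well as passages. Higher at PN5 were MEG3 (86.3 and 1.498 CPM, 57.6-fold), GAD2, which encodes a GABA-synthesizing enzyme (32.4 and 1.39 CPM, 23.3-fold, 13.5 to 44.2), the transcription factor genes LHX1 (7.20-fold) and POU4F1 (6.51-fold), the neuronal splicing factor gene RBFOX3 (72.0 and 10.7 CPM, 6.73-fold) and ERBB4 (390.2 and 144 CPM, 2.71-fold). Higher at PN59 were TH, the gene of tyrosine hydroxylase (0.382 and 22.7 CPM, 59.3-fold, 25.02 to 185), the transcription factor gene TLX3 (3.07-fold), ZIC1 (15.03-fold), HOXA3 (22.3 and 78.3 CPM, 3.51-fold) and HOXB4 (23.3 and 72.5 CPM, 3.12-fold). Some stem cell genes were also higher in neuron-like cells at PN5, namely PAX6 (3.56-fold), NOTCH1 (4.05-fold) and HES5 (2.53-fold), while NES was close (519 and 545 CPM). All these genes were picked from the list members after their values were seen. Genes among the top 10 of cluster 9, 14 or 16 were left out, since they define the clusters.

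Over the 4 libraries together, 57.3% of 16102 cells thinned to 5000 UMIs had hindbrain HOX and stem cell UMIs, and 2396 (14.9%) had a UMI of HOXB6 to HOXB9 and a stem cell UMI. The latter share was 66.3% at PN5, 0.137% at PN21 and 0% at PN41 and PN59, and 94.7% at PN5 without thinning. Both pooled shares depend on the thinning depth, so they cannot be compared with shares counted by another rule. CDKN1A had a UMI in 1.69%, 1.53%, 2.17% and 7.41% of cells in order of passage, CDKN2A in 0.887%, 5.001%, 4.82% and 8.64%, LIN28A in 38.6%, 40.04%, 39.8% and 38.5%, and LINC02163 in 3.77%, 54.7%, 72.0% and 70.5%; without thinning the shares at PN5 and PN59 were 5.53% and 20.5% for CDKN1A, 4.39% and 30.3% for CDKN2A, 90.4% and 85.9% for LIN28A, and 7.90% and 92.6% for LINC02163. No cell type here is known to lack these RNAs, so the part due to free RNA was not measured for CDKN1A, CDKN2A and LIN28A.

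HOXB5 to HOXB9 had almost no UMIs after PN5. At the PN5 rate 18076 HOXB9 UMIs would be found at PN59, where 1 was (upper limit 5.57), and progenitor-like cells alone gave a median log2 ratio of 10.57 for HOX groups 5 to 9, so neither depth nor a different mix of named cell classes is the cause. If later-type cells had been common at PN5, cells without HOXB6 to HOXB9 UMIs should look like PN59: 25 of 3565 PN5 cells of 10000 UMIs or more had none (2.53 expected at an even rate), but summed over the 15 named PN59-high genes they covered 9.52% (1.61% to 16.97%) of the log2 distance from PN5 to PN59, with a median over the single genes of 0.948% (−154% to 65.5%). Another 139 PN5 cells (3.90%) reached the low end of PN59 cells for summed UMIs of those genes. The limit was the 5th percentile, 5 UMIs in cells thinned to 10000, against a PN59 median of 17. Most of these UMIs came from AC011287.1, LINC02163 and LINC02306. Their sum over the 15 genes was 579 CPM against 1926 at PN59, with 0 CPM of AC246817.1 and 0.443 of CDKN2A. HOXB6 to HOXB9 were not lower in these 139 cells (321 CPM, 1.06 times the other PN5 cells, 1.005 to 1.12), so they are not later-type cells that hold these RNAs only as free RNA. Outgrowth of rarer cells, for which no limit is given, and loss of expression within cells stay open. So does a difference between inductions or between culture wells, of which each passage had 1.

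Several p53 target genes, though not all measured ones by 1.5-fold, had more UMIs at PN59 than at the earlier passages. Handling stress that raised immediate early genes too would make them higher at PN59. Their median log2 ratio of PN41 over PN59 was 0.72, the opposite direction. This speaks only to stress that shows in these genes when the cells were collected, so other handling stress stays open. Cluster 15, which has CDKN1A among its top 10 genes, held 19.99% of the CDKN1A UMIs in 6.04% of the PN59 cells, and without it CDKN1A was still 3.85-fold higher at PN59 than at PN5 (4.57-fold with it, 4.14 to 5.06), so this cluster is not the whole cause. Without it MIR34AHG was 3.87-fold, ZMAT3 1.90-fold, FDXR 1.85-fold and MDM2 1.30-fold higher at PN59 than at PN5, and GDF15 was 2.23-fold higher than at PN41 (1.68 to 2.98) but close to PN5 (1.05-fold, 0.837 to 1.31), with less than PN5 in neuron-like cells (0.538, 0.276 to 0.998). Higher p53 activity in cells outside cluster 15 may explain some of these differences, though not the GDF15 level at PN5. A difference between wells or inductions stays open.

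Some long non-coding RNAs were found in a minority of cells. The 191 PN5 cells with 3 or more LINC02163 UMIs covered −2.48% (−5.31% to 0.285%) of the log2 distance to PN59 over the other 14 named PN59-high genes, and had 284 CPM of HOXB6 to HOXB9 against 304 in PN5 cells with none, so they do not look like later-type cells. Free RNA would spread evenly, but the variance of LINC02163 UMIs per cell was 4.06 times the mean, with 5.55% of cells holding one against 13.3% under a Poisson count. At PN21, 401 cells (10.5%) had a LINC01515 UMI, and over the other 14 named PN5-high genes they covered 15.9% (13.9% to 17.9%) of the distance from the other PN21 cells to PN5, 124.1 against 87.4 and 787 CPM, most of it from MEG3 (35.6 against 9.76 CPM). Left-over PN5-type cells would cover most of that distance, so this share argues against the 401 cells as a group being such cells. A minority of left-over cells among them is not excluded. A LINC01515 UMI was found in 11.8% of progenitor-like and 1.87% of neuron-like PN21 cells, and no other cause was tested.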
